A study of Mus musculus with 6 samples. Its data were reported in "CDCA7-associated global aberrant DNA hypomethylation translates to localized, tissue-specific transcriptional responses" (2024).

How the data were processed

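Spleen RNA of 6 mice at postnatal day 21 was analysed, 3 WT and 3 homozygous for Cdca7 G305V, grouped by the sample titles. The study's methods give an FVB/NJ background for the line. The authors depleted ribosomal RNA and sequenced paired ends. Sources differ on the library kit and read length, so neither is given here. Per the study's methods, the authors trimmed reads with Trim Galore 0.4.5, mapped them to mm10 with STAR 2.5.1, marked duplicates with Picard 2.17 and counted reads per gene with HTSeq 0.91 without regard to strand. The deposited counts are whole numbers per gene and library, not normalized. The same table holds the authors' DESeq2 output: the mean signal over libraries after size factors, the log2 fold change of homozygotes over WT, its standard error, and the p-value with its adjusted form. Those deposited log2 fold changes and adjusted p-values were used only for comparison.

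Counting without strand means that reads of a gene and of an antisense or overlapping partner cannot be told apart. Reads mapping to near-identical copies may have been split or dropped. In the deposited counts, 52 genes with at least 30 counts had the same 6 counts as another gene. Some reads therefore appear to have been counted in full for several genes. Counts of list members and family totals can repeat such reads.

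The table holds 53365 genes, of which 32341 had a count in any library. No row lacked a gene. Gene symbols and coordinates came from the deposited table. A symbol was missing for 1076 genes. Depth ran from 11318005 to 32776688 counts per library. P-values measure the spread between animals as the labels name them. Replicate libraries of a genotype differed by far more than sampling noise (chi-square per degree of freedom of at least 8.13), so no library was counted as a duplicate.

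Differential expression was tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood F test, robust estimation, TMM scaling, default expression filter, genotype as the only term, two-sided). Adjusted p-values are Benjamini-Hochberg over 19287 genes, with a threshold of 0.05 and, for a second count, a log2 fold change of 1.5. Standard errors of log2 fold changes were taken from the test statistic. The study used DESeq2, here run as an alternative (1.42.0). Another was limma-voom (limma 3.58.1) with sample quality weights, which count the more variable libraries less. It is called limma-voom below. CPM values use TMM-scaled library sizes.

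Gene lists were fixed before the data were examined and tested with camera at a preset correlation of 0.01, for lists with at least 3 tested members, then with an estimated correlation and with fry. Family totals were summed over all members and added to the same edgeR fit. Detection was compared after thinning each library to the smallest total. The genes named are Cdca7, the 9 named in the study's text, the 5 with the smallest p in each direction (12 per direction among those past the threshold, had at least 5 passed), and of each list up to 3 members with the smallest p past the threshold or else the 2 with the highest expression. Names outside this rule are said in the text to have been chosen after their values were seen. Sharing of sequence between genes was measured on the transcripts of a later GENCODE release of the same build, as the share of words of 100 bases. Where WT counts were 1 to 3, a ratio is given with an exact binomial 95% interval. Where they were 0, a lower bound uses a floor of 3 counts over the group. Intervals and floors cover counting error only.

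Alternatives covered the test, scaling, expression filter, globin and mitochondrial genes, depth, genes on X and Y, the replicate number as a block and leaving out each library. After seeing the data 3 more were added: DESeq2 filtering set for 0.05, collapsing genes with equal counts, and leaving the genes the study named out of the family totals. The functions were tested on simulated counts for 19287 genes with 200 changed. At a 4-fold rise edgeR recovered 100% and at a 2-fold rise 64%. At falls to 0.25 and 0.5 of the level it recovered 90% and 46%. The simulated genes were drawn independently of each other. The real libraries held further structure, given under other observations, so these shares need not carry over to them.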

Results

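RNA was sequenced from the spleens of mice at postnatal day 21. The 6 libraries were labelled as 3 WT animals and 3 animals homozygous for Cdca7 G305V, a missense variant of a protein needed to keep DNA methylated in heterochromatin. All 6 libraries carried the transcripts of a Y chromosome. The comparison asks which transcripts differ in a tissue in which the variant lowers DNA methylation. Total counts over genes were 11318005, 20828141 and 18078915 in the WT libraries and 32776688, 23292591 and 22010786 in the homozygous ones. Every homozygous library was therefore deeper than every WT library, with a factor of 2.9 between the deepest and the shallowest. Adult globin genes took 4.44% ± 0.465 (SD, n = 3) of counts in WT and 4.30% ± 0.432 (SD, n = 3) in homozygotes.

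Cdca7 itself did not differ past the threshold between genotypes. It stood at 61.7 ± 12.9 CPM in WT and 71.3 ± 7.30 CPM in homozygotes (SD, n = 3), a log2 fold change of 0.21 ± 0.14 (SE), and the libraries overlapped. Without WT replicate 3 the log2 fold change was 0.39 ± 0.10 (SE), still short of an adjusted p of 0.05 in edgeR. A missense variant need not change the level of its own transcript, so this value does not check the labels.

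The clearest difference was in Gm5733, an unprocessed pseudogene at 47733002 to 47733940 on chromosome 7 (mm10), close to the Mas-related receptor gene Mrgpra4. It had 2 counts over all WT libraries and 254 over the homozygous libraries. That is a ratio of 81.7 per unit of sequencing, with a 95% interval of 22.4 to 679 that covers counting error only. The log2 fold change in edgeR's quasi-likelihood test was 6.18 ± 0.53 (SE), with a Benjamini-Hochberg adjusted p of 0.0119. Of 19287 genes tested it was the only one past an adjusted p of 0.05. No gene was lower at that threshold by edgeR, against 6 by DESeq2 and 0 by limma-voom, and 313 genes were lower at an unadjusted p under 0.05. In the other direction DESeq2 called 18 genes and limma-voom 2, and 251 were higher at an unadjusted p under 0.05. Both directions together gave fewer genes in edgeR than the 964 that a uniform spread of p-values would give. At that p limma-voom, with its sample quality weights, had 1060 higher and 1051 lower. Without WT replicate 3 edgeR had 1302 higher and 1350 lower. Leaving out 1 library ended the call of Gm5733 in every case except WT replicate 3, with edgeR adjusted p-values from 0.00177 to 0.127. So did thinning all libraries to equal depth (edgeR adjusted p = 0.0627). The log2 fold change was 5.38 ± 0.62 (SE) after thinning, and from 5.63 to 6.18 without single libraries other than WT replicate 2. Both WT counts came from WT replicate 2, so without it WT stood at 0 counts.

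**Figure D1:**
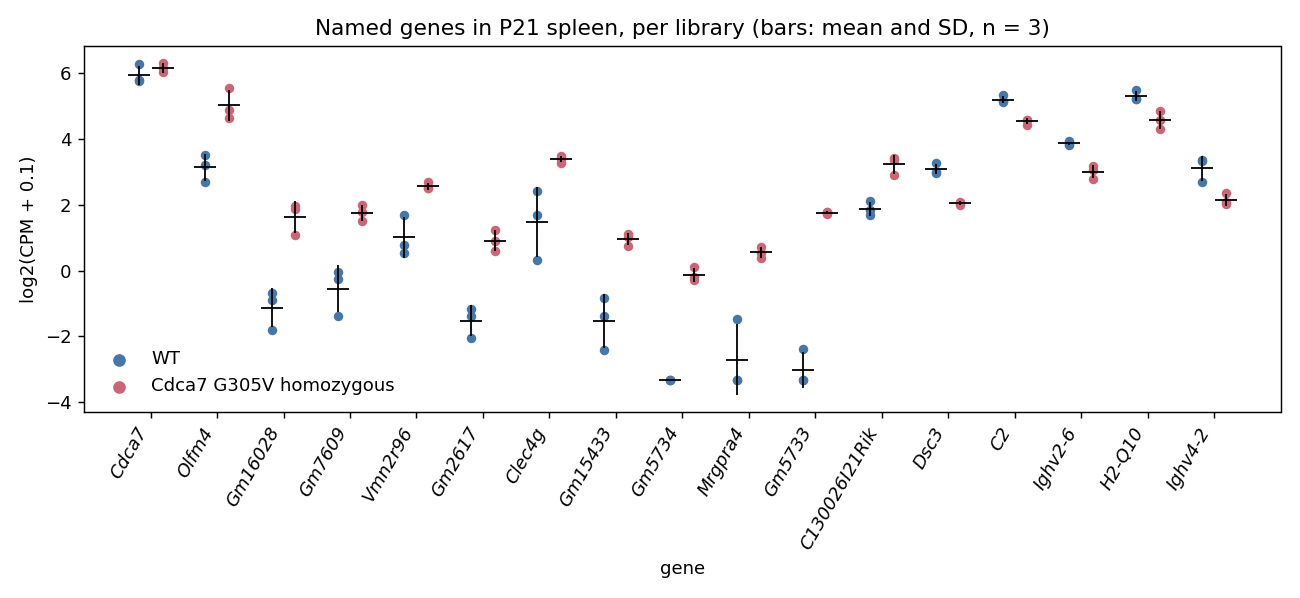
Expression of the named genes in each spleen library, as log2(CPM + 0.1) on the vertical axis, with WT in blue and Cdca7 G305V homozygotes in red. Points are libraries and bars give the mean and SD (n = 3); the 2 groups overlap for Cdca7 and separate for the other genes, which were picked for small p-values or by the study.

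The 9 genes named in the study's text all lay higher in every homozygous library than in any WT library. None passed an adjusted p of 0.05 in edgeR with its default expression filter, while 9 had an unadjusted p under 0.05. DESeq2 called 9 and limma-voom 1. Without the expression filter edgeR called Gm15433, Gm16028, Gm2617, Gm5734, Gm7609, Mrgpra4 and Vmn2r96, and not Olfm4 or Clec4g. The study chose all 9 on these samples, so their direction is not independent evidence. Olfm4, a secreted glycoprotein of neutrophil granules, stood at 8.90 ± 2.44 CPM in WT and 33.4 ± 11.3 CPM in homozygotes (SD, n = 3), a log2 fold change of 1.89 ± 0.26 (SE; edgeR adjusted p = 0.213). Clec4g, a C-type lectin, stood at 3.17 ± 2.04 and 10.3 ± 0.696 CPM. Vmn2r96, a vomeronasal receptor gene on chromosome 17, stood at 2.03 ± 0.965 and 5.80 ± 0.441 CPM. Mrgpra4 had 3 counts over the WT libraries and 109 over the homozygous ones, a ratio of 23.4 with a 95% counting interval of 7.79 to 115. All 3 WT counts came from WT replicate 1, and WT replicates 2 and 3 had 0. Gm5734, a pseudogene in the same stretch of chromosome 7, had no count in WT and 63 in homozygotes. It was at least 13.5-fold higher, against a floor of 3 counts over the WT group. Gm2617 on chromosome 19 had a log2 fold change of 2.88 ± 0.42 (SE). Adjusted over the list alone, 9 of the 9 passed.

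On chromosome 1, a run of little-studied genes and pseudogenes beside Sp110 and Sp100, nuclear body proteins, had higher values in homozygotes, though none passed an adjusted p of 0.05 in edgeR. Gm16028 (85246851 to 85255465, antisense) went from 0.380 ± 0.173 to 3.11 ± 0.965 CPM, Gm7609 from 0.635 ± 0.307 to 3.29 ± 0.582 CPM and Gm15433 from 0.280 ± 0.189 to 1.85 ± 0.239 CPM (SD, n = 3). The overlapping C130026I21Rik, a protein-coding gene spanning 84992690 to 85270566, stood at 3.59 ± 0.543 and 9.36 ± 1.77 CPM, with a log2 fold change of 1.40 ± 0.20 (SE; edgeR adjusted p = 0.215). In the list of this family, 7 of 10 tested members lay above WT in every homozygous library, while Sp110, Sp100 and Sp140 (the last named after its value was seen) lay below WT in every homozygous library. Sp110 had a log2 fold change of -0.23 ± 0.09 (SE). Over all genes edgeR called 0 of the list and DESeq2 4. Without the expression filter edgeR called Gm16028, Gm7609, Gm15433 and C130026I21Rik. Adjusted over the list alone, 7 were higher and 1 lower, which matches the counts at an unadjusted p under 0.05. The list includes 3 genes the study had picked from these libraries, so it is not independent evidence. Camera gave it an adjusted p of 1.2e-24 with a preset correlation, and an adjusted p = 0.0703 with an estimated correlation. Several of these genes overlap or share part of their sequence with another of the cluster and were counted without strand, so their separate values are uncertain.

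**Figure D2:**
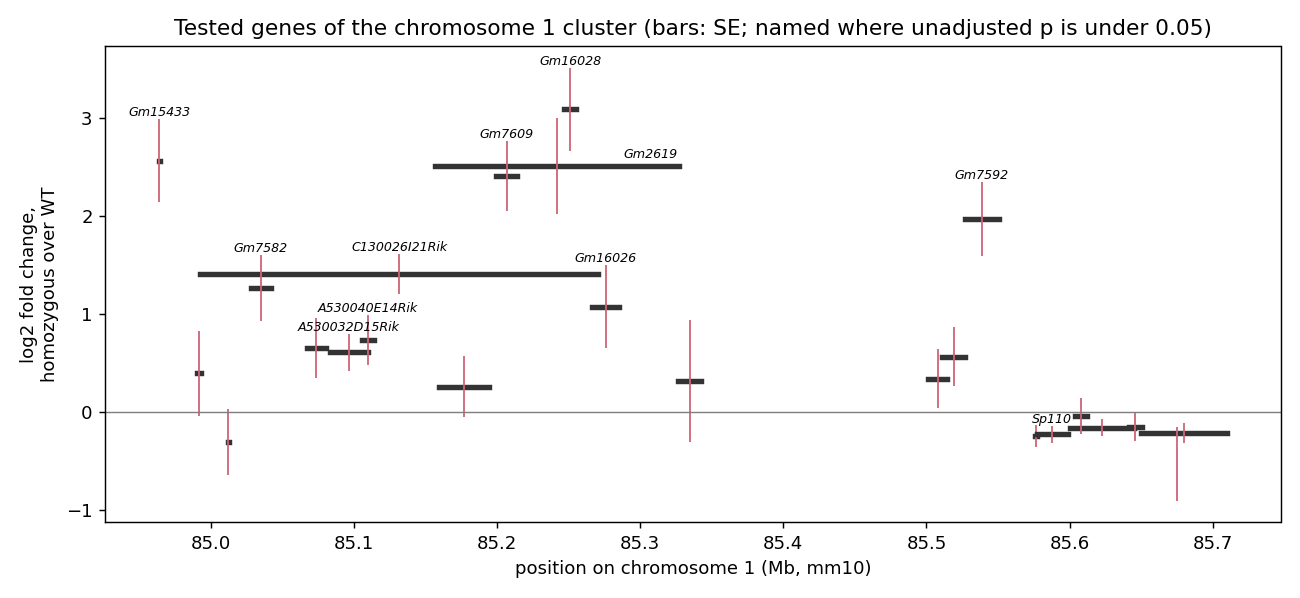
Tested genes of the cluster on chromosome 1, with the span of each gene on the horizontal axis and its log2 fold change of homozygotes over WT on the vertical axis. Thin bars are SE from edgeR, and Gm16028 lies highest at 3.09.

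Among the genes with the smallest p in the other direction, none passed the edgeR threshold. Dsc3, a desmosomal cadherin, stood at 8.37 ± 0.941 CPM in WT and 4.04 ± 0.137 CPM in homozygotes (SD, n = 3), a log2 fold change of -1.05 ± 0.16 (SE; edgeR adjusted p = 0.225). The complement gene C2, in the MHC region of chromosome 17, stood at 36.4 ± 2.91 and 23.0 ± 1.42 CPM. The class I gene H2-Q10 in the same region, which shares part of its sequence with other class I genes, stood at 39.3 ± 4.17 and 23.9 ± 4.46 CPM. The immunoglobulin heavy chain segments Ighv2-6 and Ighv4-2 had log2 fold changes of -0.86 ± 0.14 and -1.01 ± 0.21 (SE). Without the expression filter edgeR called these 5 genes lower, and no others. Every one of these genes lay below WT in all homozygous libraries. Separation in that direction occurred in 4.09% of all tested genes, where chance gives 5%, and in either direction in 7.59%, where chance gives 10%.

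The authors' deposited table, made with DESeq2, lists 18 genes higher and 6 lower at an adjusted p of 0.05 or less. At a log2 fold change of at least 1.5 the authors' deposited table lists 10 higher, and 0 lower at -1.5 or less. DESeq2 run on the same counts gave 24 genes, all 24 of them the genes of that table. Besides the genes above, they include the granule protein genes S100a8, S100a9, Ltf, Ngp and Retnlg, the calcium channel gene Cacna1h, the neurofilament gene Nefh and the class I gene H2-D1. The log2 fold change of S100a8 is 0.89 in the authors' deposited table, and that of H2-D1 is -0.39. These names were chosen after their values were seen. On simulated counts for this comparison DESeq2 made 26 false calls beside 151 true ones, and edgeR 11 beside 150. The simulated genes varied independently of each other, so these counts need not hold for the real libraries.

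The list of neutrophil and granule proteins was called higher in homozygotes by camera with a preset correlation, but neither with an estimated correlation (adjusted p = 0.195) nor by fry (adjusted p = 0.551). Of 31 tested members, 21 lay above WT in every homozygous library, and the median log2 fold change was 0.72. S100a9, a calcium-binding alarmin, stood at 199 ± 27.7 CPM in WT and 329 ± 79.3 CPM in homozygotes, and Ngp, a granule protein, at 125 ± 27.6 and 231 ± 74.3 CPM (SD, n = 3). The receptors Cxcr2 and Csf3r, named after their values were seen, had log2 fold changes of -0.12 ± 0.11 and -0.06 ± 0.18 (SE), and that of Csf3r was 0.08 in limma-voom and 0.13 without WT replicate 3. Over all genes edgeR called 0 members, DESeq2 6 and limma-voom 0. Without the expression filter edgeR called Retnlg alone of the list. At an unadjusted p under 0.05 in edgeR 23 were higher, and 23 passed adjusted over the list alone. The list includes Olfm4, which the study picked from these libraries, so its count is not independent evidence. With the preset correlation the adjusted p was 6.4e-51, and the estimated correlation was 0.599. Homozygous replicate 1 held the highest values: the median per library above the WT mean was 1.10 there and 0.38 and 0.52 in the other homozygotes.

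**Figure D3:**
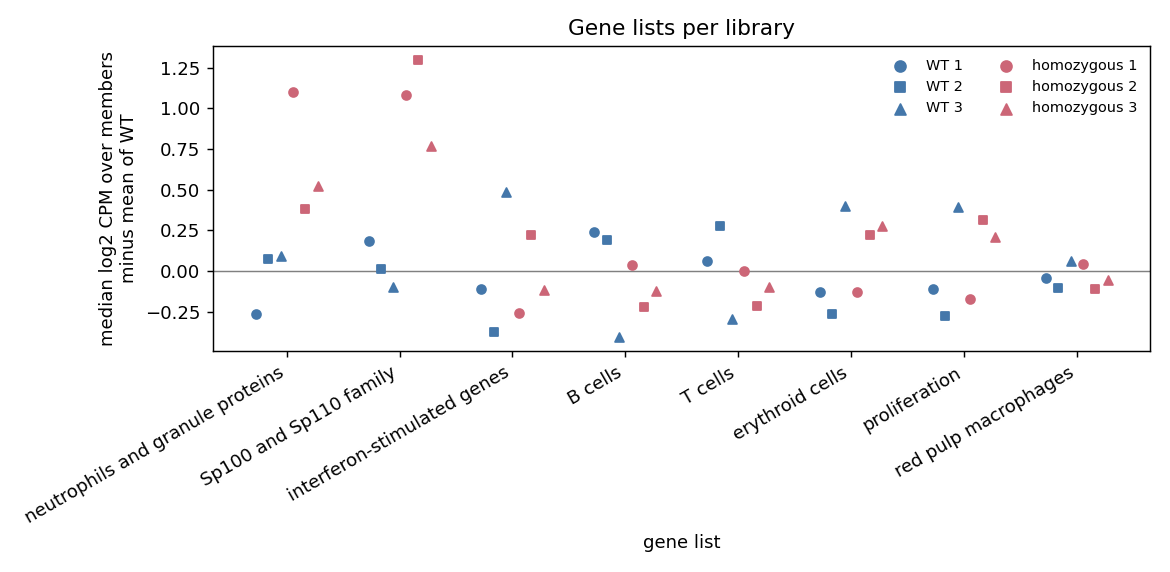
Median over list members of log2 CPM minus the WT mean, for 8 gene lists and each library (WT in blue, homozygotes in red, marker shape for the replicate). The neutrophil list lies higher in all 3 homozygotes, at 1.10, 0.38 and 0.52, whereas in the B cell, T cell, erythroid and proliferation lists the genotypes interleave.

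The lists of DNA methylation machinery, Polycomb and H3K9 methylation factors, imprinted genes and Hox genes were not called by camera with all libraries in. Of 23 tested genes of the methylation machinery 0 passed an adjusted p of 0.05 in edgeR, DESeq2 or limma-voom, and 2 were higher and 0 lower at an unadjusted p under 0.05. Adjusted over the list alone, 0 passed. Dnmt1, the maintenance methyltransferase, had a log2 fold change of 0.13 ± 0.14 (SE). Of 27 Polycomb and H3K9 methylation genes, 0 reached an unadjusted p under 0.05 in either direction. Camera with a preset correlation gave adjusted p-values of 0.095 and 0.205 for the machinery and the Polycomb and H3K9 lists. The machinery list was called higher without WT replicate 3 (adjusted p = 0.0073) and without homozygous replicate 1 (adjusted p = 0.030), and its adjusted p was 0.660 with an estimated correlation. Of 29 imprinted genes, 2 were higher and 0 lower at an unadjusted p under 0.05, and of 16 Hox genes 1 was higher and 0 lower. The imprinted list's median of -0.06 and mean of -0.02 were negative where camera's direction was up (adjusted p = 0.959).

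The clustered protocadherins, neuronal adhesion genes, split in direction. Of 54 tested members 9 had a positive log2 fold change. Pcdhgc3 and Pcdhgb6, the members with the highest expression, had log2 fold changes of -0.03 and -0.07, and that of Pcdhgc3 was 0.01 without WT replicate 2 or homozygous replicate 2. Pcdhb14 had one of 1.31 ± 0.25 (SE) and Pcdhb7 one of -1.47 ± 0.38; both were named after their values were seen. Counts for the Pcdha isoforms were the same in all 6 libraries for 10 genes, so these are a single measurement, with a log2 fold change of -1.52 ± 0.42 (SE). Over all genes 0 passed in edgeR, DESeq2 or limma-voom, and 2 were higher and 17 lower at an unadjusted p under 0.05. Adjusted over the list alone 2 were higher and 16 lower, a count that repeats that measurement. Camera called the list lower at an adjusted p of 4.5e-10 with a preset correlation, and gave an adjusted p = 0.521 with an estimated correlation. With genes of identical counts taken as 1, an alternative chosen after seeing the data, the preset correlation gave camera an adjusted p of 0.0112. Pcdha4 and Pcdha5 shared another, nearly equal set of counts. That set stayed in beside the first, so this value still repeats the measurement. Summed over 58 genes, the family total stood at 559 ± 41.5 CPM in WT and 528 ± 22.7 CPM in homozygotes (SD, n = 3). The edgeR p was 0.433 beside an exact permutation p of 0.40. This total adds the set of counts shared by 10 Pcdha genes once per gene, so it is not a count of separate reads. Its log2 fold change was -0.08 ± 0.10 (SE). With genes of identical counts taken as 1, the alternative chosen after seeing the data, it was -0.05 ± 0.10 (SE).

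Among 12 summed gene families, the vomeronasal receptors alone passed p 0.05 in edgeR. Their total stood at 7.08 ± 1.36 CPM in WT and 12.2 ± 0.944 CPM in homozygotes (SD, n = 3), a log2 fold change of 0.80 ± 0.16 (SE; edgeR adjusted p = 0.00899). The exact permutation p was 0.10, the smallest that 3 against 3 allows. This difference rested on Vmn2r96, which the study picked from these libraries. Without it, a check chosen after seeing the data, the total stood at 5.05 ± 0.545 and 6.40 ± 0.838 CPM and no longer passed in edgeR (p = 0.0813, adjusted p = 0.540, exact permutation p = 0.10). Olfactory receptors, Mas-related receptors, keratins, Hox genes, ribosomal proteins, histones, germline genes silenced by methylation and embryonic globins had edgeR adjusted p-values from 0.540 to 0.906. Among single members of the X-linked germline list, 3 of 11 were higher at an unadjusted p under 0.05, all of the Xlr family, such as Xlr3c at 1.37 ± 0.53 (SE), named after its value was seen. Adjusted over the list alone 0 passed. The list's pattern also took in Slx4, Slx1b and Slx4ip, which are not such genes. Camera gave it an adjusted p of 3.2e-05 with a preset correlation and an adjusted p = 0.220 with an estimated correlation. The Mas-related list, with 5 tested members, includes Mrgpra4, which the study picked, so it is not independent evidence. Adjusted over the list alone 1 passed, and the list had an adjusted p of 0.00071 with a preset correlation and an adjusted p = 0.318 with an estimated correlation.

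Camera called 14 of 36 tested lists with a preset correlation, and 1 with an estimated correlation, the list of genes the study named (adjusted p = 0.00881). The study picked the genes of that list from these libraries, so its calls here and below are not independent evidence. B cells, T cells and endothelial cells were called lower, at median log2 fold changes of -0.14, -0.13 and -0.10, with adjusted p-values of 0.814, 0.814 and 0.663 with an estimated correlation. The endothelial list includes Clec4g, which the study picked, and its member count adjusted over the list alone was 1. For B and T cells that count was 0. Erythroid cells and proliferation genes were called higher at medians of 0.10 and 0.11, both with an adjusted p of 0.814 with an estimated correlation. In the erythroid, proliferation and B cell lists homozygous replicates 2 and 3 lay on the side of WT replicate 3, and homozygous replicate 1 nearer to WT replicates 1 and 2. The erythroid medians relative to the WT mean were -0.13, -0.27 and 0.40 in WT replicates 1 to 3 and -0.13, 0.22 and 0.28 in homozygous replicates 1 to 3. Those of proliferation were -0.11, -0.28 and 0.39 in WT and -0.17, 0.31 and 0.21 in homozygotes, and those of B cells 0.24, 0.19 and -0.41 in WT and 0.04, -0.22 and -0.12 in homozygotes. The p53 targets were called higher (adjusted p = 0.422 with an estimated correlation), with 2 members passing adjusted over the list alone. They include Cdkn1a, a cell cycle inhibitor named after its value was seen, at a log2 fold change of 0.87 ± 0.24 (SE). Mitochondrially encoded genes were called higher at a median of 0.13 (adjusted p = 0.220 with an estimated correlation). Pancreatic genes such as the elastases Cela2a and Cela1 were called higher (adjusted p = 0.521 with an estimated correlation). Their median above the WT mean was 8.03 in homozygous replicate 3, 2.88 in replicate 1 and 0.99 in replicate 2, against 0.58 in WT replicate 2. Cela2a stood at 5.14, 5.26 and 4.50 CPM in WT replicates 1 to 3. In homozygous replicates 1 to 3 it stood at 16.6, 5.50 and 528 CPM. The other tested lists, among them interferon-stimulated genes, NK cells, red pulp macrophages, dendritic cells, stromal cells, megakaryocytes and plasma cells, did not pass with all libraries in. Leaving out single libraries changed these calls: 6 of the 14 called lists kept theirs in all 6 fits, and 15 of the other tested lists gained one in at least 1 fit. The vomeronasal list, too small to test with all libraries in, was called higher in 4 of these fits, and it includes Vmn2r96, which the study picked. The lists that kept it were the neutrophil, Sp100 and Sp110, clustered protocadherin, X-linked germline, pancreas and study-named lists. The B cell, T cell and endothelial calls were lost without WT replicate 1, WT replicate 2 or homozygous replicate 2, and the erythroid and proliferation calls without any of these or homozygous replicate 3. The mitochondrial and p53 calls were lost without WT replicate 1, and the Mas-related call without homozygous replicate 1. Interferon-stimulated genes were called lower without WT replicate 1, WT replicate 2 or homozygous replicate 2, and higher without WT replicate 3. WT replicate 3 stood apart in the interferon-stimulated genes, at 0.49 above the WT mean.

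Thinned to equal depth, the libraries held similar numbers of detected genes. With at least 5 counts, 19581 ± 228 genes were detected in WT and 19580 ± 57.5 in homozygotes (SD, n = 3; exact permutation p = 1). With at least 1 count the values were 24957 ± 209 and 25228 ± 180 (exact permutation p = 0.2). Of the 24 genes called by DESeq2, 12 higher and 3 lower ones lay below the median expression of tested genes, and 6 higher and 3 lower ones above it (Fisher's exact p = 0.635, two-sided). Within 500 kb of another call of the same direction lay 14 of these 24 genes, against 0.345 on average in random sets matched on expression (one-sided permutation p = 0.0001, the smallest that 10000 draws can give). Overlapping genes and tandem copies count towards that number. The edgeR result, with 1 gene, leaves nothing to compare in either respect.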

Values the study reported

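The study reported 10 genes that differed between WT and homozygous spleens at an adjusted P of 0.05 or less and a log2 fold change of 1.5 or more, with 3 animals per genotype, and all 10 were higher in the homozygotes. Median methylation in spleen was reported as 51% in homozygotes and 73% in WT.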

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

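DESeq2 filtering set for 0.05, equal counts collapsed and the totals without study-named genes were chosen after seeing the data. Genes higher at FDR 0.05 numbered 1 in edgeR, 18 with DESeq2 defaults, 19 with filtering set for 0.05, 17 with a fold change prior, 2 with limma-voom, 12 with no low-count filter and 0 after thinning. Genes lower numbered 6, 7 and 6 in the DESeq2 settings and 5 with no filter, against 0. At the larger fold change the higher genes numbered 10, 10 and 0 in the DESeq2 settings, 2 with limma-voom, 8 with no filter and 0 after thinning, against 1. Leaving out 1 library gave 0 to 4 higher genes, 0 to 1 lower and 0 to 3 at the larger fold change; the highest values came without WT replicate 3, and each other library left out gave 0. The cause was not tested. Lists past FDR 0.05 numbered 14, 1 each with an estimated correlation and with fry, and 12 to 21 without single libraries (21 without WT replicate 3, 19 without homozygous replicate 1), counts that in 4 fits take in the vomeronasal list, too small to test with all libraries. Their membership changed: 8 of the 14 lost the call in at least 1 of these fits. Family totals past p 0.05 numbered 1 to 2 without single libraries (2 without WT replicate 1 or 3) and 0 without the genes the study named. The difference in detected genes (homozygotes minus WT, at least 5 counts, thinned) was -1.33, against 270 with at least 1 count, and 1415, 1291 and 1262 without thinning, where depth differs. Calls near another call numbered 0 in edgeR, with 1 gene, and 14 in DESeq2.

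The log2 fold change of Cdca7 ran from 0.12 to 0.39 over all alternatives and passed an adjusted p of 0.05 in none. Its unadjusted p was 0.0023 without WT replicate 3 and 0.014 in limma-voom, against 0.182. The genes named with a value kept their direction wherever they were tested, except Csf3r (0.077 in limma-voom, and -0.25 to 0.13 without single libraries, positive without WT replicate 3) and Pcdhgc3 (-0.056 to 0.014, positive without WT replicate 2 or homozygous replicate 2). With the replicate number as a block, 1 gene was higher and 0 lower. Libraries of the same number did not pair, with correlations of 0.17, -0.165 and 0.04.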

Other observations

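The splits of the libraries, the tests on Cxcr2 and Csf3r, the counts in the MHC region and outside its class I genes, the share of words among class I genes, and the demand that the antigen presentation test hold without each library were chosen after the result was seen. The largest count of differing genes did not follow genotype. Setting WT replicates 1 and 2 and homozygous replicate 1 against the other libraries called 2398 genes in edgeR and 2711 in DESeq2, against 1 and 24 for genotype, which points to a structure of the samples that the labels do not name. The medians of the erythroid, proliferation and B cell lists in single libraries split the same way. Of the 10 splits into 3 against 3, the real one included, 3 gave at least as many genes as genotype in edgeR, 2 did so in DESeq2, and 5 gave at least as many lists in camera (14 for genotype, 18 at most for another split). With 10 splits no share under 0.05 can be reached.

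The count at the study's thresholds was 1 here by edgeR. That gene, Gm5733, also passed both thresholds in the authors' deposited table, at a log2 fold change of 6.38 (DESeq2 adjusted p = 2.4e-05). The edgeR count is lower than the value quoted from the study above. With DESeq2 on the same counts it was 10, and with edgeR and no low-count filter it was 8.

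The neutrophil granule genes had a median log2 fold change of 0.72. The median was 0.70 after thinning all libraries. Thinning leaves the expected ratios of well-counted genes unchanged, so this value cannot exclude depth. Every homozygous library was deeper than every WT library. No single library carried it, since the lowest median without 1 library was 0.45, without homozygous replicate 1. A larger share of neutrophils stays open, as the mean log2 fold change of Cxcr2 and Csf3r was -0.093, and 2 genes are too few to exclude it. A change in the granule programme or in the maturity of the cells may also account for it, and was not tested.

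Of 195 tested genes in the MHC region of chromosome 17 (33524204 to 36272247, mm10), 28 reached an unadjusted p under 0.05, all 28 lower, against 5.32 in matched random sets; the region was taken up because C2, H2-Q10 and H2-D1 were lower, and the sets treat neighbours as independent, so no p is given for it. The lower genes were not confined to class I. Outside class I, and without C2 and genes overlapping class I, 13 of 168 genes reached that p, all lower. That count was met by 2.38% of windows of as many consecutive genes elsewhere. The windows overlap each other and the region was picked for its lower genes, so this share is not a p-value. The count does not test reads shared between class I copies, since class I genes and their overlaps were left out. For the 13 lower class I genes shared reads stay open. They shared a median of 8.01% of their 100-base words with another class I gene, with a range of 0.185% to 44.6%. A stretch of chromosome 17 inherited together stays open: 3 of 68 flanking genes reached an unadjusted p under 0.05, with a one-sided permutation p of 0.312. The median log2 fold change was -0.067 in the flanks and -0.075 in the region. Cdca7 lies on chromosome 2, so such a stretch would not be linked to the variant. The study's methods place the line on an FVB/NJ background and mention no cross to another strain, so they give no source for it. A lower antigen presentation programme may contribute, as 16 such genes on other chromosomes had a median of -0.22, which met the bound set before the result was seen, but it stays open because the median was -0.11 without WT replicate 3, the library with the highest interferon-stimulated genes.

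The higher genes of chromosomes 1 and 7 lie among copies. On chromosome 7, 0% of the 100-base words of Gm5733, Gm5734 and Mrgpra4 transcripts occur in another of them or in any other annotated gene. This argues against reads shared through identical stretches of annotated copies there. Only exact matches were counted, so copies that differ by a few bases were not covered. On chromosome 1 the median gene shared 23.8% of its words with the cluster, between the bounds set before. With any other annotated gene, the shares ran from 16.5% for C130026I21Rik to 61.1% for Gm15433. Gm7582 and Gm7592, named after their values were seen, shared 58.1% and 55.7%. Shared reads may therefore explain part of that group and cannot be told apart from separate changes. No biological explanation was tested for this pattern.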
